A study of Homo sapiens with 29 samples. Its data were reported in "DOT1L inhibition reveals a distinct subset of enhancers dependent on H3K79 methylation" (2019).

How the data were processed

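Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in SEM cells, an established B cell acute leukemia line that carries the MLL-AF4 fusion, and in THP1 cells, an established monocytic leukemia line with an MLL rearrangement. The series has 29 samples, of which 22 are from SEM and 7 from THP1 cells, and 14 of them are input chromatin. Each group has 1 library, so no value below has a replicate check. Peak lists of the 15 immunoprecipitated libraries were analysed. They comprise 7 factors in SEM cells without a stated treatment (CTCF, ELF1, ERG, FLI1, MYB, RUNX2 and SPI1), H3K79me3 and H3K27ac in SEM cells given DMSO (control) or the DOT1L inhibitor EPZ-5676 at 2 µM (DOT1Li) for 7 days, and H3K27ac, H3K4me1, H3K4me3 and H3K79me2 in THP1 cells.

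Per the labels and the study's methods, reads were mapped with Bowtie to the human genome build hg19, and PCR duplicates and blacklisted regions were removed. Peaks were then called per library with HOMER findPeaks against an input library. For histone marks the caller used a window of 500 bp, joined windows closer than 1000 bp and applied a Poisson threshold of 0.001. For factors it used a fixed width per library and a false discovery rate of 0.001. Every list required 4-fold enrichment over input with a Poisson p-value of 0.0001. The study measured H3K79me3 with Drosophila cells added as a reference. The file headers name no scaling of the peak calls by that reference, and none was applied here.

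For each peak the authors deposited a score, which is in tags of that library and begins at the tag threshold of the list in 13 of the 15 lists. The authors also deposited the signal in each peak, as normalized tags and as total tags, and the fold change over input. These values belong to single peaks and were used only to describe, rank or filter peaks within their own list, apart from a pair of checks. One check kept control H3K79me3 peaks whose score, scaled by total tags, passed the DOT1Li tag threshold, and the other estimated input sizes from the tag columns. All other comparisons between libraries rest on positions. A peak is a call that passed the threshold of its own library, so a region without a call can still carry signal, and a deeper library can call weaker regions.

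The input used for calling matters for some lists. Per the file headers, H3K79me3 peaks of DOT1Li cells were called against the input of control cells. The RUNX2 and SPI1 inputs were shared with other immunoprecipitations. Where the input was shallower than the immunoprecipitated library, its size was estimated from the deposited tag columns. It came to 0.117 of the tags of the ELF1 library and 0.100 of those of the ERG library. It was 0.841 for H3K27ac in DOT1Li SEM cells, and 0.446 for H3K79me2 and 0.951 for H3K4me1 in THP1 cells.

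Covered length is the union of the peaks of a list. Chromosomes 1 to 22 and X were used. The build was checked against the chromosome lengths of GRCh37, and 0 of 505624 peaks ended beyond their chromosome. Genes, exons and start sites came from GENCODE 44 lifted to GRCh37 (20163 protein-coding genes). Positions of peaks are printed as the files give them, and may be off by 1 bp because whether starts count from 0 or 1 was not settled. Gene positions count from 1. Intervals of covered length ratios are percentiles over 1000 resamples of the chromosomes.

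Elements in SEM cells were built from H3K27ac peaks merged when closer than 1 kb. An element was called marked when at least 1 bin of 200 bp held both H3K27ac and control H3K79me3. It was called distal when no THP1 H3K4me3 peak overlapped it, because H3K4me1 and H3K4me3 of SEM cells were not used here. These elements therefore approximate the H3K79me2/3 enhancer elements (KEEs) of the study and are not the same set. A control element was lost when no H3K27ac peak of DOT1Li cells overlapped it by 1 bp, and a DOT1Li element was gained when no control peak did. In THP1 cells an enhancer was a run of 200 bp bins with H3K4me1 and H3K27ac, merged when closer than 1 kb, and a KEE when a bin also had H3K79me2.

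Shares are given with Wilson 95% intervals, differences of shares in percentage points with Newcombe intervals and ratios of peak densities with exact Poisson intervals. Intervals cover counting error only. No p-value was computed across elements. In its place, the lost share of a set was ranked among 10000 random sets with the same number of elements per length decile, which describes these libraries. Matched differences weight the comparison elements to the strata of the set, and their intervals resample chromosomes. A matched density ratio sets the peaks at marked elements against those that the unmarked peaks per kb of each stratum would give. For overlap of factor peaks with H3K27ac, peaks were moved along each chromosome by 1000 random circular shifts. The permutation p is two-sided, and Benjamini-Hochberg adjustment was made over the 7 factors. The functions were tested on simulated data at the 8152 real distal elements. A simulated set whose realized difference in lost share was 18.0 percentage points was recovered as 18.0, which checks the counting only. Losses that depended on length alone gave a difference of -15.9 points without matching and -0.782 points with matching on length. A planted density ratio of 2 was found as 2.05, a density that depended on length alone gave a ratio of 0.777 without matching and 0.999 with matching on length, and 200000 uniform positions gave a fold of 1.02 over shifts. The dependence on length was simulated as a step at the median length, which is also a bound of the length deciles. The length checks therefore do not test a dependence within a decile.

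Named genes were chosen before the data were examined, from examples that the study showed in part with the same H3K27ac data. ARID1B, BCL11A, CDK6 and JMJD1C are examples of KEE genes in the study, and LMO4, BCL2, FOXO3, SPI1 and PBX3 are examples with unmarked or mixed enhancers. Each was taken over its gene body and 50 kb on each side. Named regions were the 5 lost marked distal elements with the greatest control H3K27ac covered length and the 5 gained distal elements with the greatest DOT1Li covered length.

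Alternatives fixed before the data were examined used the upper 50% of each list by score, all sequences, peak numbers, widened peaks, a 50% overlap rule, promoters included, matching on length, unmerged peaks, H3K79me3 over 50% of an element, distance of 1 kb from start sites, only elements that overlap a DOT1Li H3K27ac peak, local shifts of up to 100 kb and other rules for THP1 enhancers. Others, among them a distance of 5 kb from start sites and matching on GC content, were added after the data were seen, and are named as such where their effects are given. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.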

Results

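Peak lists of 15 ChIP-seq libraries were analysed, 11 from SEM and 4 from THP1 cells, with 1 library per group. Differences between libraries therefore have no replicate check, and intervals cover counting error only. Total tags ranged from 7253656 for H3K79me3 in DOT1Li cells to 47138365 for ERG. The H3K27ac libraries were of similar depth, with 12716560 tags in control and 11546762 in DOT1Li cells. The H3K79me3 libraries were not, with 31648495 tags in control and 7253656 in DOT1Li cells, a ratio of 4.36. The share of tags inside peaks, as the file headers give it, ranged from 0.84% for H3K79me3 in DOT1Li cells to 76.82% for H3K4me3 in THP1 cells.

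DOT1L is the enzyme that methylates H3K79, so the H3K79me3 libraries were compared first to check the treatment labels. Control cells had 14895 H3K79me3 peaks with 28.47% of tags inside them, and DOT1Li cells had 3317 peaks with 0.84% of tags. Peaks covered 60.3 Mb in control and 2.86 Mb in DOT1Li cells, a ratio of 0.0473 (95% interval 0.0444 to 0.0506). Mean peak width was 4057 bp in control and 861 bp in DOT1Li cells. Counting peaks in place of length moved this ratio most, to 0.223. Of the control covered length, 4.04% (3.71 to 4.40%) was still covered in DOT1Li cells. Of 14870 control peaks, 1470 overlapped a DOT1Li peak (9.89%, 9.42 to 10.4%). Conversely, 2507 of 3316 DOT1Li peaks lay on a control peak (75.6%, 74.1 to 77.0%). Control peaks that still overlapped a call had a median width of 11424.5 bp, against 1210.5 bp for those that did not. The DOT1Li list came from the shallower library and an input of control cells, which limits what the peak counts can show.

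H3K27ac was then compared genome wide. There were 20638 peaks in control and 19626 in DOT1Li cells, which covered 30.3 and 26.7 Mb, a ratio of 0.882 (0.868 to 0.894). The ratio of peak numbers was 0.951 (0.934 to 0.970), the alternative that moved the result most. Of 20613 control peaks, 14875 overlapped a DOT1Li peak (72.2%, 71.5 to 72.8%), and 15147 of 19604 DOT1Li peaks overlapped a control peak (77.3%, 76.7 to 77.8%). Overlap rose with the score in the control list. It was 47.7% (45.9 to 49.5%) for peaks scored 11 to 11.5, next to the tag threshold of 11, and 94.0% (93.3 to 94.7%) for peaks scored 22 to 181. Peaks near the threshold were therefore often called in only 1 of the libraries.

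**Figure D1:**
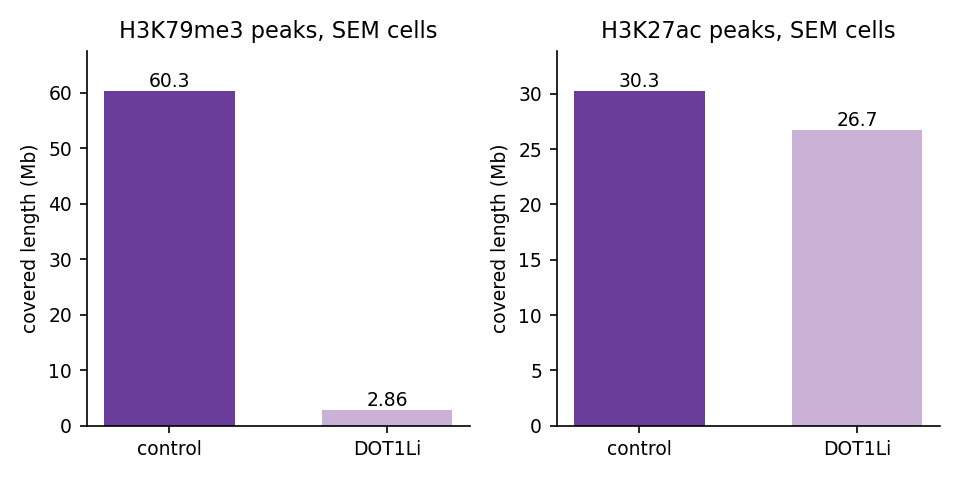
Length of the genome covered by called peaks (Mb, linear axis from 0) in control and DOT1Li SEM cells, for H3K79me3 (left) and H3K27ac (right), 1 library per bar. H3K79me3 went from 60.3 to 2.86 Mb and H3K27ac from 30.3 to 26.7 Mb.

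To address whether H3K79me2/3-marked enhancers lose H3K27ac upon DOT1Li, control H3K27ac peaks were merged into 19686 elements, of which 8152 were distal. Of these, 1023 were marked by H3K79me3 (12.5%) and 7129 were unmarked. Marked distal elements had a median length of 885 bp and a median score of 14, and unmarked ones 692 bp and 13.5. Protein-coding genes overlapped 95.5% of marked (94.1 to 96.6%) and 62.6% of unmarked distal elements (61.5 to 63.7%).

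No DOT1Li H3K27ac peak overlapped 573 of the marked distal elements (56.0%, 53.0 to 59.0%) and 3452 of the unmarked ones (48.4%, 47.3 to 49.6%). The difference was 7.59 percentage points (4.32 to 10.8). Random sets of distal elements matched on length had a median lost share of 42.8% (central 95% from 40.7 to 45.1%), and the marked set stood at percentile 100 of 10000 such sets. The lost share was higher at marked elements on 20 of 23 chromosomes. This direction depended on which elements were compared. With promoters included, 11.8% of marked elements (11.1 to 12.6%) and 33.7% of unmarked ones (32.9 to 34.5%) were lost, a difference of -21.9 points (-23.0 to -20.7). Marked elements were longer in that set, with a median of 1721 bp against 914 bp, and matched on length, a setting chosen after the data were seen, the difference was -2.66 points (-3.63 to -1.75). The marked share stood at percentile 0 of random sets matched on length, whose median was 13.2% (12.6 to 13.8%). With the upper 50% of each list by score the difference was -11.8 points (-14.5 to -8.96). Lost elements were short, with a median of 500 bp for marked and unmarked ones alike, whereas kept elements had medians of 2414.5 and 1225 bp.

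The mirror comparison used 7656 distal elements built from DOT1Li peaks. Of 717 that lay in control H3K79me3, 177 had no control H3K27ac peak (24.7%, 21.7 to 28.0%), against 3183 of 6939 unmarked elements (45.9%, 44.7 to 47.0%). The difference was -21.2 points (-24.4 to -17.7), with marked elements lower on 21 of 23 chromosomes and at percentile 0 of the length-matched random sets, whose median was 36.7%. The mark was again taken from control cells, so elements active only in DOT1Li cells may lack it for that reason. This comparison is thus not a full mirror of the loss.

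**Figure D2:**
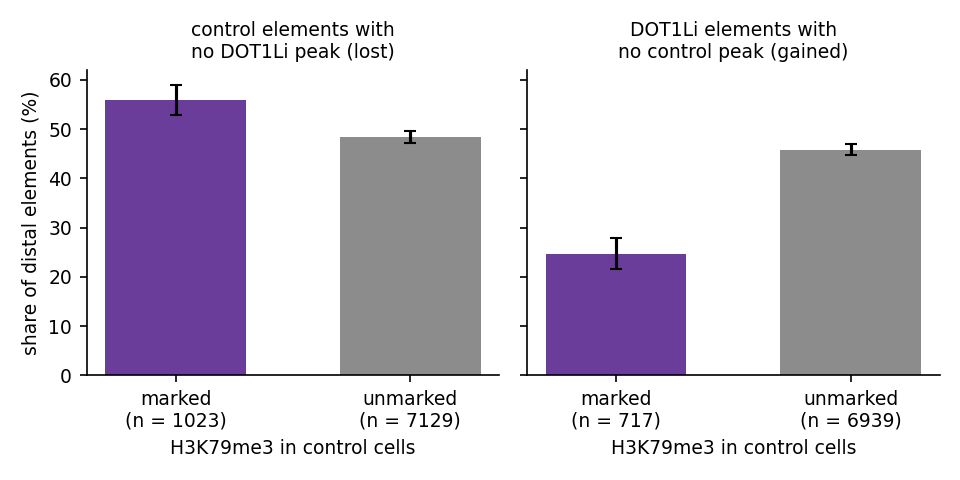
Share of distal SEM elements (%) called in control cells and not in DOT1Li cells (left) or in DOT1Li cells and not in control cells (right), for elements marked or not marked by H3K79me3 in control cells. Bars are shares and error bars Wilson 95% intervals. Marked elements were lost more often (56.0% against 48.4%) and gained less often (24.7% against 45.9%).

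The 9 genes taken from the examples of the study were then examined over the gene and 50 kb on each side (hg19). In the 4 KEE examples of the study, the H3K27ac covered length fell the most at ARID1B (chromosome 6, 157097154 to 157531913), from 78.3 kb in control to 9.64 kb in DOT1Li cells, or 12.3% of control. At CDK6 (chromosome 7, 92234235 to 92465887) it went from 67.7 to 15.3 kb (22.6%), at BCL11A (chromosome 2, 60677655 to 60781602) from 36.5 to 13.2 kb (36.2%) and at JMJD1C (chromosome 10, 64926981 to 65281610) from 85.6 to 59.5 kb (69.4%). The marked distal elements lost were 10 of 12 at ARID1B, 16 of 20 at CDK6, 5 of 5 at BCL11A and 6 of 7 at JMJD1C. Together these were 37 of 44 (84.1%, 70.6 to 92.1%). Of the unmarked distal elements, 1 of 1 was lost at ARID1B, 2 of 2 at CDK6 and 1 of 3 at BCL11A, and JMJD1C had 0. These are too few to show whether loss at these genes was particular to marked elements. The study presents ARID1B, BCL11A and CDK6 as examples of strongly reduced H3K27ac after DOT1Li, from the H3K27ac sequencing that is used here. Their high lost share thus follows from how the study shows them and is no separate evidence. The study does not state how its examples were picked. Their elements are also part of the genome-wide comparison, so they are not independent of it.

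Among the other 5 genes, the covered length of H3K27ac in DOT1Li cells was 72.6% of control at LMO4 (chromosome 1, 87794563 to 87814606), 73.5% at BCL2 (chromosome 18, 60790579 to 60987361) and 74.4% at SPI1 (chromosome 11, 47376411 to 47400098). It was 101% at FOXO3 (chromosome 6, 108881038 to 109005977) and 102% at PBX3 (chromosome 9, 128509624 to 128729656), where only 4.75 and 4.15 kb were covered in control cells. BCL2 lost 5 of 7 marked distal elements and 2 of 5 unmarked ones. LMO4, FOXO3, SPI1 and PBX3 had 0 marked distal elements in these windows. LMO4, FOXO3 and PBX3 also had 0 unmarked ones, so their covered length describes promoter elements only, and SPI1 lost 1 of 2. H3K79me3 calls in DOT1Li cells covered 33.7 kb at JMJD1C (356 kb in control), 19.5 kb at ARID1B (280 kb), 13.9 kb at CDK6 (245 kb) and 12.0 kb at BCL11A (97.4 kb). They covered 6.16 kb at BCL2 (183 kb in control) and 0.5 kb at PBX3 (36.4 kb). LMO4, FOXO3 and SPI1 had 0 kb, from only 10.4, 31.4 and 3.2 kb in control. Most of the control length was thus no longer called at each of the 9 genes. These covered lengths of single genes have no interval.

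**Figure D3:**
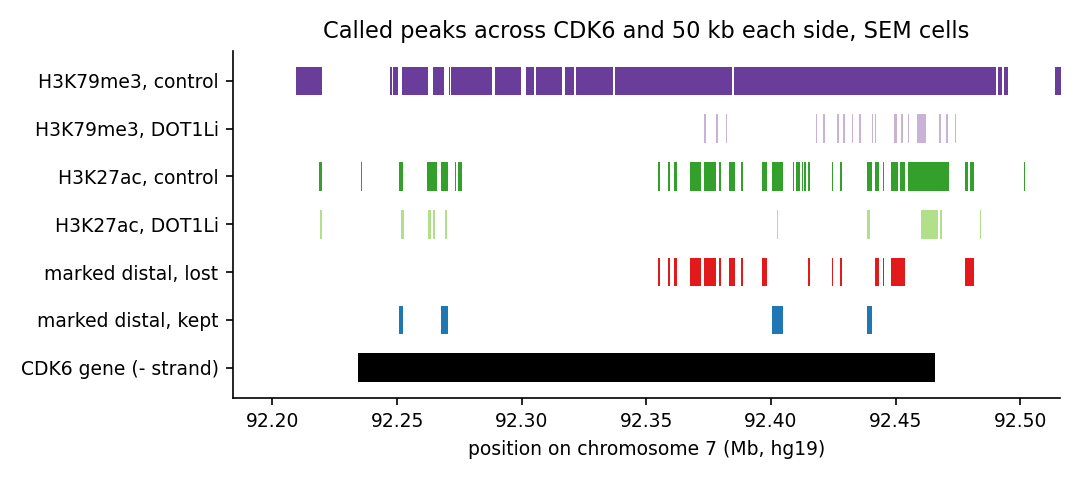
Map of chromosome 7 (position in Mb, hg19) across CDK6 with 50 kb on each side, with regions covered by H3K79me3 and H3K27ac peaks in control and DOT1Li SEM cells, the marked distal elements that were lost or kept, and the gene. Of 20 marked distal elements, 16 had no H3K27ac call in DOT1Li cells, while a block of H3K27ac remained at the 5′ end of the gene.

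The 5 lost marked distal elements with the most control H3K27ac were all within protein-coding genes. The first, on chromosome 11 from 109981699 to 109988024, lay in introns of RDX and ZC3H12C and had 6325 bp of H3K27ac with a score of 12.5, close to the tag threshold. The second, on chromosome 5 from 88076954 to 88083670 in MEF2C (5164 bp), overlapped the noncoding part of an exon and contained a MEF2C transcript start, so it holds an annotated promoter although no THP1 H3K4me3 peak overlapped it. A pair was intronic in CDK6, on chromosome 7 from 92447993 to 92453877 (5157 bp) and from 92373241 to 92377932 (4691 bp), 9.35 and 18.2 kb from the nearest annotated start. The other was intronic in RUNX1, on chromosome 21 from 36381722 to 36390159, with 5027 bp of H3K27ac and a score of 29.5. The CDK6 pair held 0 peaks of any of the 7 factors, and the RUNX1 element held 1 MYB and 1 RUNX2 peak.

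The 5 gained distal elements with the most H3K27ac in DOT1Li cells were all unmarked. The largest, on chromosome 17 from 16875794 to 16880762 (4968 bp), was intergenic and lay 0.363 kb from the annotated start of TNFRSF13B. Its score of 11 was close to the DOT1Li tag threshold of 10. The next ones overlapped a coding exon of PLEKHA2 (chromosome 8, 38793284 to 38796729, score 11) and of FRY (chromosome 13, 32688916 to 32692236, score 10.5). An element in an intron of KLHDC4 (chromosome 16, 87756499 to 87759420) had a score of 19, and one over coding sequence of KIF24 (chromosome 9, 34256279 to 34259157) a score of 32.

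The factor libraries, for which the labels name no treatment, were used to ask which factors bind marked elements. The lists held from 13858 peaks (ELF1) to 89320 (RUNX2). Their sizes are not comparable as measures of binding, because the lowest score was 3 times the tag threshold in the ELF1 list and 3.53 times in the ERG list and equal to the threshold in the others. All 7 lists overlapped control H3K27ac more often than shifted peaks did. The share of peaks in H3K27ac was 57.8% for ELF1, 50.9% for MYB, 46.9% for ERG, 39.1% for FLI1, 21.1% for RUNX2, 13.4% for CTCF and 12.5% for SPI1. The fold over shifted peaks ranged from 10.3 for SPI1 to 43.6 for ELF1. The permutation p was 0.002 for each factor (adjusted 0.002), the smallest that 1000 shifts can give. Shifts of at most 100 kb lowered the folds most, to 5.37 for CTCF and 15.3 for ELF1.

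Peaks of all 7 factors were less dense at marked than at unmarked distal elements. The ratio of peaks per kb ranged from 0.471 (0.426 to 0.520) for FLI1 to 0.657 (0.543 to 0.790) for CTCF. For MYB there were 0.182 peaks per kb at marked and 0.360 at unmarked elements, a ratio of 0.507 (0.456 to 0.562). The ratios were 0.489 (0.419 to 0.567) for ELF1, 0.488 (0.442 to 0.538) for ERG, 0.568 (0.524 to 0.615) for RUNX2 and 0.545 (0.488 to 0.606) for SPI1. The share of elements with a peak was also lower at marked elements for 6 of the factors, for example 54.1% (51.0 to 57.1%) against 63.2% (62.1 to 64.3%) for RUNX2. For CTCF it was not, with 12.9% (11.0 to 15.1%) against 11.8% (11.0 to 12.5%). These ratios depended on the elements compared. With the upper 50% of each list the direction changed for ELF1 (1.32, 1.20 to 1.46), and the ratio for ERG was 1.01 with an interval from 0.945 to 1.08 that includes equal density. With promoters included it also changed direction for ELF1 (1.06, 1.02 to 1.11).

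**Figure D4:**
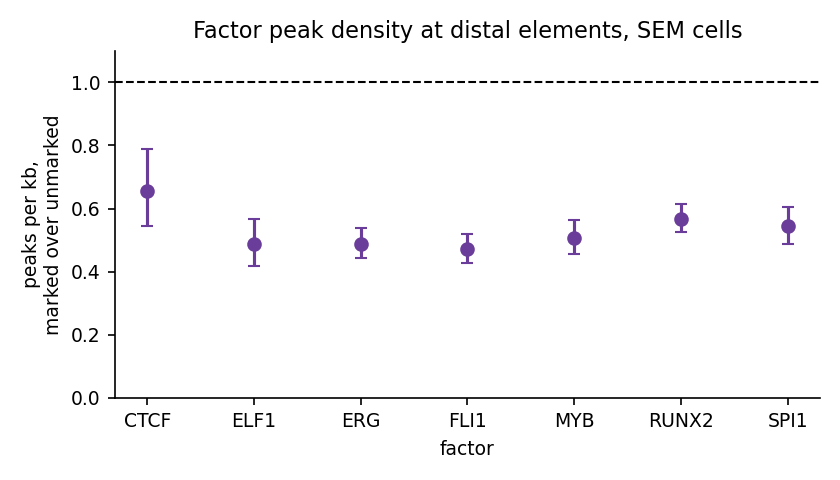
Ratio of factor peaks per kb at marked over unmarked distal SEM elements for 7 factors, with exact 95% Poisson intervals. The dashed line is equal density. All 7 points lie below it, from 0.471 for FLI1 to 0.657 for CTCF.

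For ELF1, MYB and RUNX2, which the study placed at its ARID1B enhancers, occupancy was compared between the 573 marked distal elements that were lost and the 450 that were kept. ELF1 peaks were present at 6.11% of lost (4.42 to 8.38%) and 32.2% of kept elements (28.1 to 36.7%), a difference of -26.1 points (-30.9 to -21.4). The difference was -46.9 points (-52.0 to -41.5) for MYB and -48.3 points (-53.3 to -42.8) for RUNX2. Matching on length shrank these, to -3.11 for ELF1, with an interval from -7.64 to 1.39 that includes 0, -18.7 (-28.9 to -9.17) for MYB and -9.72 (-19.2 to -0.373) for RUNX2. Matching on length and score, chosen after the data were seen, moved MYB further, to -15.8 (-28.9 to -6.63). Among 10000 random sets of marked distal elements matched on length, the occupied share of the lost elements stood at percentile 0.12 for ELF1 and at percentile 0 for MYB and RUNX2. For ELF1 the matched interval and this percentile thus differ, and the difference beyond element length stays uncertain.

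**Figure D5:**
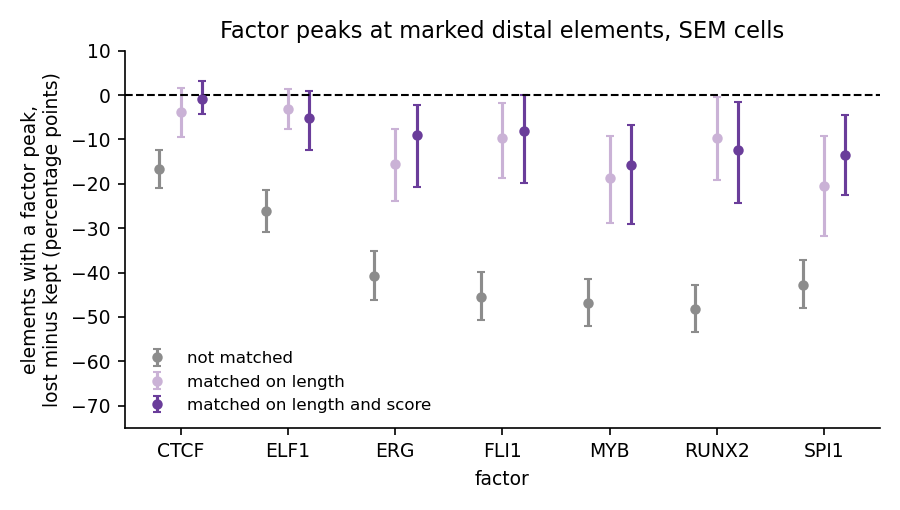
Difference in the share of marked distal SEM elements with a factor peak, lost minus kept (percentage points), for 7 factors without matching, matched on length, and matched on length and score. Error bars are 95% intervals. Matching moved MYB from -46.9 to -15.8 points and ELF1 from -26.1 to -5.17 points.

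In THP1 cells, where H3K4me1, H3K27ac and H3K79me2 were available, the share of enhancers that are KEEs was measured. Of 23106 enhancers, 5315 carried H3K79me2 (23%, 22.5 to 23.5%). Keeping only the upper 50% of each list lowered this most, to 16.6%. KEEs and non-KEEs both had a median length of 800 bp. Protein-coding genes overlapped 89.9% of KEEs (89.1 to 90.7%) and 56.8% of non-KEEs (56.0 to 57.5%). H3K4me3 was present at 53.0% of KEEs (51.7 to 54.3%) and 33.2% of non-KEEs (32.5 to 33.9%), and without these enhancers the KEE share was 17.4%.

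Finally, SEM distal elements were looked up in THP1 cells. H3K27ac was called in THP1 at 393 marked (38.4%, 35.5 to 41.4%) and 2644 unmarked elements (37.1%, 36.0 to 38.2%), a difference of 1.33 points (-1.81 to 4.55). These elements were chosen to have no THP1 H3K4me3 peak, which also removes elements active in THP1 cells, so this value does not show that the classes are alike in THP1. With elements at least 1 kb from annotated start sites, a setting chosen after the data were seen, it was 5.31 points (2.14 to 8.45). With promoters included it was 26.6 points (25.4 to 27.7), the alternative that moved it most. H3K4me1 was called in THP1 at 44.6% (41.6 to 47.6%) of marked and 40.0% (38.8 to 41.1%) of unmarked distal elements, a difference of 4.61 points (1.38 to 7.87). H3K79me2 was called in THP1 at 50.1% (47.1 to 53.2%) of marked and 4.83% (4.35 to 5.35%) of unmarked SEM elements. The mark differed between the lines, H3K79me3 in SEM and H3K79me2 in THP1 cells.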

Values the study reported

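In SEM cells the study reported median enhancer lengths of 1 kb for KEEs and 0.8 kb for non-KEEs.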

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

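The scaled depth setting, matching on length and score, the restriction to gene bodies, the equal number of strongest peaks, the upper 50% of the control list alone, promoters included with matching on length, the upper 50% of the factor list alone for density, and the distance from start sites for elements in THP1 were chosen after seeing the data. The other settings in this part were fixed before.

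The H3K79me3 covered length ratio stayed far below 1, at most 0.223 when peaks were counted. The length retained went from 4.04% to 3.30% with the upper 50% of each list, 6.57% with peaks widened by 500 bp and 4.87% for control peaks whose scaled score passes the DOT1Li threshold. The H3K27ac ratio was 0.861 with the upper 50% and 0.951 by peak number. The share of control H3K27ac peaks that overlap a DOT1Li peak was 56.5% with the upper 50% of both lists, 64.9% when 50% of the peak had to overlap, and 85.3% with the upper 50% of the control list and the DOT1Li list in full. Restricting both lists thus lowers the overlap by construction. Using all sequences left both covered length ratios and the H3K79me3 length retained within their intervals.

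The higher loss at marked distal elements kept its direction under 8 alternatives and reversed under 3 others. It was 14.9 points matched on length, 11.8 when under 50% still covered counted as lost, 18.8 when H3K79me3 had to cover 50% of an element and 14.5 matched on length and score. It reversed to -21.9 with promoters included, from 7.59 at distal elements. Matched on length, it went from 14.9 at distal elements to -2.66 with promoters included. The sign thus still changed after matching on length, so length alone did not account for the reversal. The classes differed in their content of promoters. Distal elements were 1023 of 6421 marked and 7129 of 13265 unmarked elements. They were 573 of the 759 marked and 3452 of the 4468 unmarked elements that were lost. The pooled difference thus weighs promoters more in the marked class, and does not show a reversal at distal elements. The difference also reversed to -11.8 with the upper 50% of each list. That setting also removes 50% of the THP1 H3K4me3 list, so promoters enter the distal set. That set had 1560 marked elements, against 412 when the control H3K27ac list alone was restricted, where the difference stayed positive at 9.87 points. The lower gain at marked elements stayed below 0 throughout, at -26.3 with promoters, -13.1 matched on length, -24.5 under the 50% rule, -9.65 with the upper 50%, -15.0 with H3K79me3 over 50% and -13.7 matched on length and score.

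Factor density ratios depended on whether promoters were among the elements. With promoters included they were 0.897 for CTCF, 0.862 for ERG, 0.797 for FLI1, 0.820 for MYB, 0.792 for RUNX2 and 0.642 for SPI1, and ELF1 reversed to 1.06. With the upper 50% of each list they were 0.959 for CTCF, with an interval from 0.824 to 1.11 that includes 1, 0.817 for FLI1, 0.800 for MYB, 0.814 for RUNX2 and 0.725 for SPI1, and reversed to 1.32 for ELF1 and to 1.01 for ERG, where the interval includes 1. With the factor list alone restricted to its upper 50%, at the same elements, all 7 ratios stayed below 1 and CTCF moved to 0.521, so the reversals of ELF1 (0.475 there) and ERG (0.460) went with the change of elements. Why promoters differ was not tested. With the 13000 strongest peaks of each list, the ratio moved to 0.387 for CTCF, 0.446 for RUNX2 and 0.460 for SPI1.

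Occupancy of lost minus kept elements shrank with matching on length, to -3.11 for ELF1, -18.7 for MYB and -9.72 for RUNX2, and with matching on length and score to -5.17, -15.8 and -12.3. With the upper 50% of the factor list it was -13.7 for ELF1 and -36.5 for MYB, and did not shrink for RUNX2 (-49.6). The THP1 KEE share was 17.4% without H3K4me3 and 16.6% with the upper 50%. Marked minus unmarked SEM elements with THP1 H3K27ac differed by 26.6 points with promoters, 12.1 with the upper 50% and 5.31 with elements at least 1 kb from start sites, where the interval excludes 0. Matched on length it was -1.74 (-6.45 to 3.04), an interval that includes 0. Of 98 values under alternatives, 45 kept within the interval or the side of the test threshold of the result, 47 moved beyond it without a reversal and 6 reversed. Those kept include the overlap of the 7 factors with H3K27ac, whose permutation p was 0.002 in every setting, the smallest that the shifts can give, and so says nothing about stability. Its folds did move, for ELF1 from 43.6 to 15.3 with shifts of at most 100 kb and to 60.8 with the upper 50% of each list. No paired analysis was possible because each group has 1 library.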

Other observations

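The tests of the input filter of the H3K79me3 list, of input depth against lowest scores, of the consensus sequences by list, of matched CTCF density and of the upper 50% of the ELF1 list were chosen after the results were seen, as were the settings that match on length and score or on GC content, stay inside genes or 5 kb from start sites, scale scores to depth or use equal numbers of strongest peaks.

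The first pattern was the more frequent loss of H3K27ac calls at H3K79me3-marked distal elements. Several technical explanations were tested. Matching on length and control score, against weaker peaks at marked elements, left a difference of 14.5 points (11.4 to 17.9). Inside protein-coding genes it was 6.12 points (2.67 to 9.53). That set was not limited to transcribed genes, so it does not separate the mark from location in an active gene, which stays open. At least 5 kb from annotated start sites, against promoters active only in SEM cells, the difference was 12.4 points (8.15 to 16.6). Matched on GC content and length it was 15.3 points (12.3 to 18.8). Calls that are unstable at marked elements in both libraries would raise the gained share there, and that share was lower by a difference of -21.2 points. The mark came from control cells in both comparisons, so elements active only in DOT1Li cells may lack it for that reason. The gained share therefore cannot decide whether unstable calls contribute. The higher loss at marked elements held on 20 chromosomes of 23, so no few chromosomes carried it. In these data, a difference between the cultures or preparations of the control and DOT1Li libraries stays open, since each has 1 library. The study also reported lower H3K27ac at example KEEs in replicated immunoprecipitations measured by quantitative PCR, which are not part of these data. A dependence of H3K27ac on H3K79 methylation, which the design addresses, may explain the pattern and is also open.

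The drop in H3K79me3 calls was set against depth. Of control peaks whose score scaled to the DOT1Li library still passed its threshold, 4.87% (4.28 to 5.44%) of the covered length was called in DOT1Li cells, so lower depth alone does not account for the drop. Whether scaling by the Drosophila reference would change it was not tested. The input of control cells, used for the DOT1Li list, removed 0.0911% of its putative peaks and could hardly have caused it either. The calls that remained were not all random background. As a set they overlapped control H3K79me3 at 28.0 times the rate of peaks shifted over whole chromosomes. The fold was 3.71 over peaks shifted by at most 100 kb. Of 3316 calls, 809 lay on no control peak, and the shifts of at most 100 kb gave a mean of 676 overlaps. Some of the calls may thus be background. Remaining calls were found at 19.3% of control peaks scored 37.5 to 357 and at 5.15% of those scored 19 to 21. The dependence on width was steeper, from 0.303% of control peaks of 500 to 977 bp to 40.5% of those of 5196 bp and more. Wide peaks meet any call more easily, so these shares do not separate width from level. Residual methylation may explain the remaining calls, and was not tested separately from the easier calling of strong or wide sites.

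The ELF1 and ERG lists start at 3 and 3.53 times their tag thresholds, while the other 13 lists start at the threshold. These 2 lists were also those whose input held under 20% of the tags of the immunoprecipitated library. The input filter removed 80.6% of putative ELF1 and 63.8% of putative ERG peaks, against at most 22.8% among the other factor lists. A shallow input is thus a candidate explanation for the missing weak peaks of both lists.

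Lower factor density at marked distal elements was set against list size and score range. With the 13000 strongest peaks of each list, the highest ratio among the 6 factors other than ELF1 was 0.497 (MYB, 0.438 to 0.563). The ELF1 list has 13858 peaks, so this setting hardly changes it, and the upper 50% of that list by score gave 0.475 (0.375 to 0.597) at the same elements. For CTCF, the ratio matched on element length and score was 0.749 (0.585 to 0.942), against 0.657 without matching, so length and score in these classes did not account for all of it. The share of elements with a CTCF peak was not detectably lower at marked elements, at 1.13 points (-0.930 to 3.45) without matching and -0.982 points (-3.76 to 2.03) with it. For the other 6 factors the share stayed lower at marked elements after that matching, from -8.39 points for ELF1 (-10.8 to -6.36) to -18.6 for FLI1. A reduced detection of factor peaks within transcribed regions was not tested and stays open, as does a true difference in binding.

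Marked elements that lost H3K27ac carried fewer peaks of each of the 7 factors than those that kept it, before matching. After matching on length and score the difference was -15.8 points (-28.9 to -6.63) for MYB and -12.3 points (-24.4 to -1.51) for RUNX2, so shorter and weaker elements did not account for all of it. For ELF1 it was -5.17 points (-12.5 to 1.02), and at these marked elements length and score cannot be told apart from the factor because the interval includes 0. Similar values were found at unmarked elements, with -5.18 points (-8.46 to -2.30) for ELF1, -15.4 points (-18.9 to -12.0) for MYB and -13.7 points (-18.0 to -8.95) for RUNX2. The relation for MYB and RUNX2 is thus not particular to marked elements. It was also seen for SPI1, at -13.5 points (-22.6 to -4.59) at marked and -14.6 points (-19.6 to -9.46) at unmarked elements. For ERG the values were -9.06 points (-20.7 to -2.32) at marked and -6.85 points (-9.30 to -3.91) at unmarked elements. The relation did not extend to CTCF, with -0.827 points (-4.25 to 3.07) at marked and -0.467 points (-2.03 to 0.676) at unmarked elements after the same matching. For FLI1 at marked elements the interval also included 0, at -8.13 points (-19.8 to 0.107). At unmarked elements it did not, at -8.14 points (-11.2 to -4.93). Stronger elements within each score class could still carry more factor peaks, and this stays open.

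As a check of the factor labels, consensus sequences were searched in 100 bp around peak midpoints and in windows 1 kb away. CCASYAGRKGGC was found at 15.3% of CTCF peaks, 274 times the share 1 kb away. RRRGAGGAAGT was found at 17.5% of SPI1 peaks (122-fold), TGTGGTY at 33.4% of RUNX2 peaks (10.9-fold) and YAACKGH at 25.3% of MYB peaks (3.79-fold). Each of these folds was the highest among the 7 lists, which argues against an exchange with another of the 7 lists. A related factor with the same consensus, such as another RUNX or MYB family member, was not excluded. In the MYB list the folds of other consensus sequences were higher than its own, 5.26 for TGTGGTY and 12.0 for RRRGAGGAAGT. These folds do not rank the sequences, because the shares 1 kb away were 6.68% for YAACKGH, 3.03% for TGTGGTY and 0.131% for RRRGAGGAAGT. By share at the peaks, YAACKGH (25.3%) was above TGTGGTY (15.9%) and RRRGAGGAAGT (1.57%). The ETS consensus MGGAAGT was enriched 17.2-fold in the ELF1, 11.4-fold in the FLI1 and 6.28-fold in the ERG list, and 19.6-fold in the SPI1 list. The ELF1, ERG and FLI1 lists cannot be told apart by it, because these factors share the motif. It was also enriched 4.98-fold in the RUNX2 and 4.57-fold in the MYB list. No biological explanation was tested for this sharing.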
